A study of Mus musculus with 27 samples. Its data were reported in "Inflammation triggers immediate rather than progressive changes in monocyte differentiation in the small intestine" (2019).

How the data were processed

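Monocytes of C57BL/6 wild-type mice were transferred into C57BL/6 recipients lacking CCR2, the chemokine receptor that lets monocytes leave the bone marrow. Manipulated recipients had undergone surgical handling of the small intestine 1 day before the transfer, which induces inflammation, and non-manipulated recipients had no surgery. Surgery came with ketamine and xylazine anaesthesia, an abdominal incision and Novalgin in the drinking water, which ended before day 5 after transfer. The comparison of arms holds these as well as inflammation. The study reports that laparotomy alone did not inflame the gut. At days 1, 2 and 5 after transfer, 100 donor-derived cells were sorted from the small intestine of each recipient, their RNA was turned into cDNA, and a panel of genes chosen by the study as monocyte and macrophage genes was pre-amplified and counted on the NanoString nCounter, which counts single barcoded probes without sequencing. Each of the 27 samples came from a separate mouse, and every sample had its own lane. Samples were grouped by the title and the day given among their characteristics. The free-text description names day 1 for every sample and was not used. The mice came from several pooled experiments, and the labels do not say which mouse belonged to which experiment.

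A table of raw values and a table of normalized values were available. In the raw table, 14 lanes held whole-number barcode counts as deposited by the authors, with no normalization. The lane of manipulated day 1 mouse 5 also held deposited counts, but every value was even, and the lane was read as counts multiplied by 2. The deposited values of the 12 lanes of mice 3 and 4 were given the unit of expected counts, because each was a whole multiple of 1.333 within a tolerance of 0.001. The reason for these multipliers was not given, and the counts were obtained by dividing by them. The normalized table held, per the labels and the study's methods, a score normalized by the authors to housekeeping genes. Each score was the raw value times 1 factor per sample, rounded, and the ratio ranged by at most 0.0824% within a sample. These factors ran from 0.407 to 3.34. The normalized scores served as an alternative, and the raw counts were used for the results.

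Of the 67 panel genes, 10 were blank in every sample, because the authors had removed genes of low detection (Ccr8, Cd163, Csf2, Cx3cl1, Flt3, Il4, Nos2, Pparg, Stat3 and Zbtb46). The remaining 57 were tested. Each had a count above background in at least 4 samples, background being the mean plus 2 SD of the 5 negative-control probes of the lane. Of the 5 housekeeping genes, 3 had values (Actb, Gapdh and Rpl19), and their geometric mean was the library size of each sample. Most genes were matched to a current symbol through the identifier of their probe (69 names, with 3 matched otherwise), and Adgre1 is listed under its older symbol Emr1. Levels are given as scaled counts, meaning the count divided by the housekeeping geometric mean of the lane and multiplied by the mean of these over all samples. Fold changes come from unscaled counts in the fit described next.

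Differences were tested with edgeR 4.0.16 (quasi-likelihood F test, two-sided) in R 4.3.3. All 27 samples entered 1 model with a mean for each of the 6 groups, so that groups of 4 or 5 mice shared an estimate of the spread (common biological coefficient of variation 0.685, 21 residual degrees of freedom). P-values were adjusted by the Benjamini-Hochberg method over the 57 genes, and a gene passed at an adjusted p below 0.05. The comparisons were manipulated against non-manipulated at each day, day 5 against day 1 within each arm, all 3 days jointly within each arm, and the difference of the manipulation effect between days 5 and 1. Fold changes are on the log2 scale with their standard error (SE). The 18 gene lists were written from textbook roles. The 11 lists with at least 3 measured members were proinflammatory cytokines, myeloid-recruiting chemokines, interferon-response genes, pattern recognition and proximal signalling, NF-kB and inflammatory transcription factors, Ly6C+ monocyte genes, adhesion and homing, mature intestinal macrophage genes, the regulatory cytokine pathway, alternative activation, and antigen presentation and co-stimulation. They were tested with fry of limma 3.58.1, adjusted over the 55 list and comparison tests. The directional test of fry asks whether the genes of a list move, on balance, one way, and its mixed test whether they change in either direction. Neither compares a list with other genes. For the lists of other cell types, 1 gene was measured for dendritic cells (Ccr7) and 0 for neutrophils, eosinophils, T and NK cells, B cells, epithelium, and stroma and endothelium. Carry-over of those cells could not be examined with this panel.

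The distance between arms at a day was the Euclidean distance between the mean log2 profiles (scaled count plus 1) over the 57 genes, with a jackknife SE over mice and an exact permutation test that exchanged labels within the day. The squared distance was also computed with the part expected from the spread within groups subtracted. Distances of different days were compared by exchanging day labels within each arm. Named genes followed a rule: up to 12 genes in each direction per two-group comparison, 25 genes singled out in the study's text, up to 4 genes with the smallest adjusted p per list, and up to 10 genes for the difference of the effect, which came to 52 genes. Single results of 2 tested genes are not reported here, while counts of genes, lists and distances include them. Genes named outside this rule are said to be chosen after their values were seen. The groups, comparisons, tests, gene lists, naming rule and most alternatives were fixed before the data were examined.

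Alternatives used TMM scaling, the total of the tested genes, housekeeping scaling without Rpl19 (the most variable housekeeping gene), DESeq2 1.42.0 with its own or housekeeping size factors, limma on log2 scaled counts (with or without background subtracted) or on the authors' normalized scores, the methods' t-test (named there for means of 2 groups, while for genes only a program and a p threshold are given), a fit of only the groups compared, the mouse number as a block, a pseudocount of 10 for distances, and the omission of each mouse in turn. DESeq2 replaced its parametric dispersion trend by a local fit. A test of all panel genes and a filter at 14 samples removed no tested gene and so could show nothing. Chosen after the data had been seen were the authors' factor as library size, a block for the lanes of mice 3 and 4 (the run block), fits on the lanes of mice 3 and 4 alone or of mice 1, 2 and 5 alone, deposited values without removal of the multiplier, the methods' t-test on the authors' scores, and several scalings of single genes. Mouse numbers did not pair samples across groups. Over 63 pairs of equal number in different groups, deviations of log2 values from the group mean correlated across genes with a mean of 0.0678. Pairs of other numbers in different groups gave -0.0185. Pairs of different groups within the same set of lanes (mice 3 and 4, or the others) gave 0.051, and pairs across these sets -0.0532. No pair of samples was identical.

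On simulated data with the group sizes and spread of this series (20 data sets, 16 of 57 genes changed), the same fit called 70% of genes changed by 2 log2 units in the comparison at day 1, 62.5% at day 2 and 71.3% at day 5. For changes of 1 unit the shares were 23.8%, 15% and 17.5%. For the difference of the effect between days, 42.5% of changes of 2 units and 80% of changes of 3 units were called. Between 1.68% and 4.24% of the calls fell on unchanged genes. The simulated counts held no difference between lanes or experiments, so these shares may not hold for this series. A change of 1 log2 unit was therefore often not detectable in groups of this size. Counts come from pre-amplified cDNA, so their size does not give a number of independent molecules. Levels and figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Splits, thinning and simulation used the seeds 21, 11 and 31.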

Results

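Expression of 57 monocyte and macrophage genes was measured in donor monocyte-derived cells recovered from the small intestine of 27 recipient mice. Non-manipulated recipients gave 5, 5 and 4 samples at days 1, 2 and 5 after transfer, and manipulated recipients, whose intestine was inflamed by surgical handling, gave 5, 4 and 4. The total count of the tested genes ran from 597997 (non-manipulated day 5 mouse 2) to 1347007 (manipulated day 1 mouse 1), with a median of 1077366. The housekeeping geometric mean ran from 10838 to 41968, and the background of a lane from 14.9 to 49.8 counts. Between 54 and 57 genes per sample were above background, so that most genes were read far above the negative controls. Levels ranged widely: the cytokine gene Il1a stood at 121566 ± 14725 scaled counts (SD, n = 5) in manipulated recipients at day 1 and at 7247 ± 2057 (SD, n = 5) in non-manipulated ones. The cytokine genes Il6 and Il23a averaged 54.2 and 70.5 scaled counts in the non-manipulated samples of day 1, Cxcl9 81.6 in the manipulated samples of day 1 and Ly6c1 45.1 in those of day 5, all close to background. Retnla averaged between 43.9 and 70.7 in 4 of the 6 groups, and its means in the other 2 rested on 1 sample each (6007 and 10423). A limit of 149 was chosen after the values were seen. It is 3 times the highest background in unscaled counts and so is approximate for scaled counts. In all, 14 genes had at least 1 group with a geometric mean under 149 scaled counts. Among them were Arg1 (non-manipulated day 5, 114), Ccl7 (non-manipulated day 1, 99.8), Cx3cr1 (manipulated day 1, 100), Mrc1 (non-manipulated day 1, 92.2), Ccl8, Ccr9, Cxcl11 and Tlr2. The size of fold changes against these groups is therefore uncertain.

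**Figure D1:**
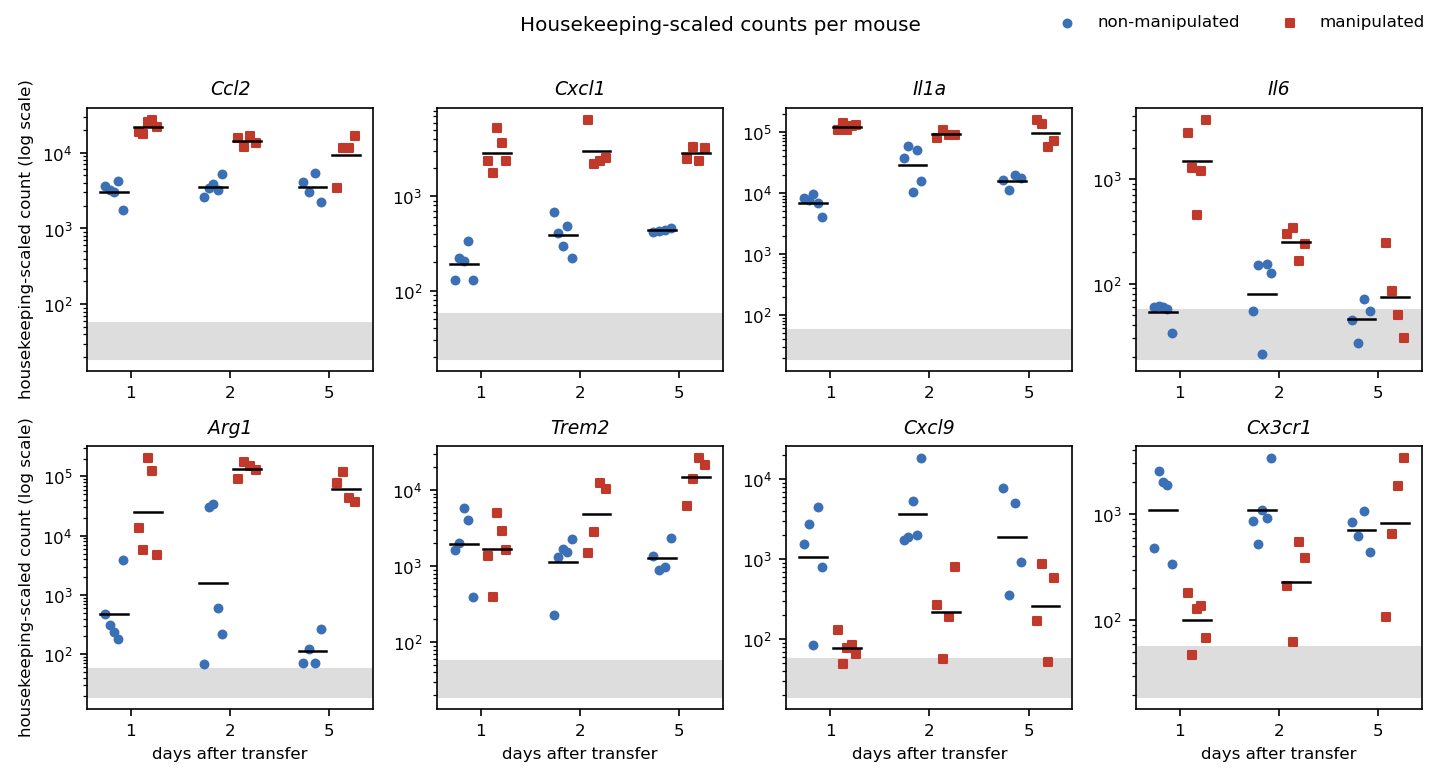
Scaled counts (log axis) of 8 genes in each mouse, by day after transfer, with circles for non-manipulated and squares for manipulated recipients, a bar at each geometric mean and a grey band for the range of background over lanes. Il1a lay between 105998 and 138604 in the 5 manipulated mice of day 1 and between 4000 and 9567 in the 5 non-manipulated ones.

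The first question was how manipulation of the intestine alters monocytes soon after they enter it. At day 1, cells from manipulated recipients expressed more of the genes of inflammatory cytokines and of chemokines that draw in monocytes and neutrophils. The chemokine gene Ccl7 was higher by 7.02 ± 0.93 log2 units (SE, n = 5 and 5, adjusted p = 7.28e-07), and the cytokine genes Il6 by 5.12 ± 0.67 (adjusted p = 7.28e-07) and Il1a by 4.07 ± 0.42 (adjusted p = 3.48e-08). Cxcl1, a neutrophil attractant, was higher by 3.90 ± 0.45 (adjusted p = 1.83e-07) and Ccl2, the main ligand of CCR2, by 2.80 ± 0.37 (adjusted p = 7.28e-07). Lower in manipulated recipients were Cxcl9, an interferon-induced chemokine gene (-4.57 ± 1.07, adjusted p = 0.00136), and Cx3cr1, the fractalkine receptor of intestinal macrophages (-3.70 ± 0.79, adjusted p = 0.000661). In total 24 of 57 genes differed, 14 higher and 10 lower.

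Grouped by function, all 5 measured proinflammatory cytokines were higher at day 1 (fry adjusted p = 2.61e-07), including Il23a (4.78 ± 1.11), Tnf (2.08 ± 0.52) and Il1b (1.30 ± 0.39). Of 4 myeloid-recruiting chemokines 3 were higher (fry adjusted p = 2.61e-07), the exception being Ccl8 (0.13 ± 0.30). Among 7 genes of pattern recognition, 3 were higher (fry adjusted p = 0.00108): the amplifying receptor Trem1 (2.04 ± 0.51), Tlr4 (1.11 ± 0.42) and Cd14, its co-receptor for bacterial lipopolysaccharide (1.00 ± 0.25). Of 4 interferon-response genes 3 were lower, Cxcl9 and Cxcl11 among them (fry adjusted p = 0.00118), while Cxcl10 gave -0.83 ± 0.60. Of 9 mature intestinal macrophage genes 4 were lower (fry adjusted p = 0.0271), with Itgax (-2.38 ± 0.69), H2-Ab1, an MHC class II gene (-2.08 ± 0.73), Cx3cr1 and Csf1r, the receptor of the macrophage growth factor (-1.10 ± 0.44). Of 6 adhesion and homing genes 2 were lower, Cx3cr1 and Ccr2 (-1.73 ± 0.48, fry adjusted p = 0.0138). Adjusted over the list alone, these counts were the same. Among genes of other lists, Arg1, the arginase of alternatively activated macrophages, was higher by 6.12 ± 1.48, the regulatory cytokine gene Il10 by 2.06 ± 0.42 and the co-stimulatory gene Cd80 by 1.71 ± 0.41, while Retnla (-4.37 ± 1.49) and the signalling adaptor gene Card9 (-0.95 ± 0.38), which is in none of the lists, were lower. The other 5 lists had fry adjusted p-values from 0.550 to 0.946, and 0 of 6 NF-kB and inflammatory transcription factors passed by edgeR (0 at an unadjusted p below 0.05, 0 by limma and 0 by DESeq2). In 3 of these lists signs differed. For Ly6C+ monocyte genes the median was 0.48 and the mean 0.18 with the test pointing down. For alternative activation the median was -0.39 and the mean 0.09 with the test down, and for the regulatory pathway the median was -0.56 and the mean 0.27 with the test up. The mixed test of fry passed for 0 of the 55 list and comparison tests after adjustment and for 11 at an unadjusted p below 0.05.

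In 23 of the 24 genes every manipulated sample of day 1 lay on the same side of the non-manipulated mean (Tlr4: 4 of 5), and over all 57 genes the groups did not overlap for 19, 18 of them called, where chance gives 0.794% of genes. The integrin gene Itgb7, singled out in the study's text, was not called, though all 5 manipulated samples lay below that mean, with overlap. The call of Retnla depended on non-manipulated day 1 mouse 4 (0.56, adjusted p = 0.735 without it), and those of Card9, Csf1r, Cxcl11 and Tlr4 were lost without at least 6 of the 10 mice in turn. The division into higher and lower genes moved with scaling, from 14 and 10 to 13 and 14 by the total of the tested genes, 17 and 6 without Rpl19 and 17 and 4 by the authors' factor. That factor ended the calls of Card9, Ccr2, Csf1r, Cxcl11, Itgax and H2-Ab1 and of the macrophage and adhesion lists (adjusted p = 0.413 and 0.730). Scaling without Rpl19 ended those of Card9, Csf1r, Cxcl11 and H2-Ab1 (adjusted p = 0.0544 for the last). The macrophage list also missed the threshold without non-manipulated mouse 2 or manipulated mouse 1, 2 or 5 (adjusted p from 0.0573 to 0.0853). Within the lanes of mice 3 and 4 and of the other mice, Ccl7 gave 8.49 and 6.08, Il1a 3.81 and 4.26, Il6 3.83 and 5.65, Ccl2 2.87 and 2.74, Cxcl1 4.03 and 3.73 and Cx3cr1 -3.87 and -3.51. Less even were Arg1 at 9.62 and 2.36 (adjusted p = 0.259), Ccr2 at -0.64 (adjusted p = 0.162) and -2.96, H2-Ab1 at -0.81 (adjusted p = 0.143) and -3.55, and Tlr4 at -0.17 among mice 3 and 4. The macrophage list joined unlike lanes, with a median of -0.16 in mice 3 and 4 (1 gene higher and 2 lower) and -1.25 in the others (4 lower). Siglec1 stood at 1.16 (adjusted p = 0.150) and -7.30, Mrc1 at 3.13 and -0.95 (adjusted p = 0.404), and Fcgr1 at 0.81 (adjusted p = 0.0541) and -0.99 (adjusted p = 0.226). The pattern recognition list had medians of 0.15 and 1.15. The run block gave 23 genes in place of 24.

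At day 2 the chemokine genes Cxcl1 (3.02 ± 0.45, SE, n = 4 and 5, adjusted p = 2.6e-05), Ccl7 (3.03 ± 0.79, adjusted p = 0.0128) and Ccl2 (1.97 ± 0.37, adjusted p = 0.000425) were again higher in manipulated recipients, as was Il1a (1.42 ± 0.39, adjusted p = 0.0128). Chil3, a chitinase-like gene of monocytes and alternatively activated macrophages, was higher by 3.33 ± 0.99 (adjusted p = 0.0206) and Trem2, a lipid-sensing receptor of macrophages, by 2.26 ± 0.75 (adjusted p = 0.0279). Cxcl9 (-4.15 ± 1.15, adjusted p = 0.0128) and Irf4, a transcription factor of myeloid differentiation (-1.81 ± 0.50, adjusted p = 0.0128), were lower. In total 18 genes differed, 8 higher and 10 lower.

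Of the 5 cytokine genes, Il1a alone passed at day 2 (fry adjusted p = 0.0132), with Il6 at 1.37 ± 0.60 (adjusted p = 0.0726), Tnf at 0.23 ± 0.53, Il1b at 0.53 ± 0.40 and Il23a at -0.05 ± 1.00 (adjusted p = 0.976). Chemokines were higher in 3 of 4 genes (fry adjusted p = 7.88e-06). Interferon-response genes were lower in 2 of 4, Cxcl9 and Cxcl11 (-3.38 ± 1.05, fry adjusted p = 0.00867), and adhesion and homing genes in 3 of 6, Ccr9 (-2.18 ± 0.77), Cx3cr1 (-2.16 ± 0.81) and Ccr2 (-1.57 ± 0.51, fry adjusted p = 0.0271). Adjusted over the list alone, 4 adhesion genes passed. Among alternative activation genes 2 were higher (Chil3 and Trem2) and 2 lower (Ccl22, -2.04 ± 0.69, and Irf4), and 4 and 2 when adjusted over the list alone, with a fry adjusted p of 0.280. Arg1 (3.37 ± 1.33, adjusted p = 0.0512) and Cd14 (0.68 ± 0.27, adjusted p = 0.0507) stood just outside the threshold. Also past it were Trem1 (1.41 ± 0.52), Il10 (1.29 ± 0.43), the monocyte marker gene Ly6c1 (-5.60 ± 1.92), Itgax (-2.44 ± 0.76) and Tgfb1 (-0.84 ± 0.28). The other 6 lists had fry adjusted p-values from 0.0844 (pattern recognition) to 0.919 (Ly6C+ monocyte genes, with a median of 0.65, a mean of -0.30 and the test up), and 0 of 6 NF-kB genes passed by edgeR (0 at an unadjusted p below 0.05, 0 by limma, 0 by DESeq2). Of 3 antigen presentation genes 0 passed by edgeR, with 1 at an unadjusted p below 0.05, 1 by limma and 1 by DESeq2.

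Every manipulated sample lay on the same side of the non-manipulated mean for 17 of the 18 genes (Ccr9: 3 of 4), and over all 57 genes the groups did not overlap for 16, 10 of them called, where chance gives 1.59% of genes. Among those not called, 2 genes from the study's text were lower in every manipulated sample. H2-Ab1 lay at 7763 to 79520 scaled counts against 128218 to 212775, and Itgb7 at 718 to 3049 against 3125 to 9416. Only the calls of Ccl2, Ccl7, Cxcl1, Cxcl9, Il1a and Irf4 held without each of the 9 mice in turn. Among the others, Ccr9 gave -0.26 without non-manipulated day 2 mouse 5 and Chil3 lost its call without manipulated day 2 mouse 2 (adjusted p = 0.0602). The count fell to 8 genes without that mouse and to 11 without non-manipulated mouse 5 or manipulated mouse 3 or 4. The value of Il23a turned to 1.81 without non-manipulated day 2 mouse 4. The split of 8 higher and 10 lower genes became 12 and 7 without Rpl19 and 11 and 2 by the authors' factor. That factor ended the calls of Ccl22, Ccr2, Ccr9, Cx3cr1, Cxcl11, Irf4, Itgax and Tgfb1 and of the interferon and adhesion lists (adjusted p = 0.103 and 0.626). Scaling without Rpl19 ended those of Ccr2 (adjusted p = 0.0669), Cx3cr1 and Tgfb1, and the total of the tested genes those of Ccr9 and Trem1 (adjusted p = 0.0544 for both). The adhesion list also missed the threshold without non-manipulated mouse 5 or manipulated mouse 1, 2 or 4 (adjusted p from 0.0513 to 0.0592). The lanes of mice 3 and 4 gave 6 genes and the others 3. In these sets Cxcl1 stood at 2.66 and 3.31, Ccl2 at 2.09 and 1.85 (adjusted p = 0.0575), Ccl7 at 3.73 and 2.53 (adjusted p = 0.132), Chil3 at 0.86 (adjusted p = 0.453) and 3.94, and Trem2 at 2.82 and 0.75 (adjusted p = 0.621). The run block gave 19 genes.

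At day 5 several genes of alternative activation were much higher in manipulated than in non-manipulated recipients. This contrast was not a rise over time in each of them. Between days 1 and 5 in manipulated recipients, Arg1 was not called and Chil3 fell. Arg1 was higher by 9.02 ± 1.88 (SE, n = 4 and 4, adjusted p = 0.00121), at 69096 ± 36377 scaled counts against 133 ± 91.7 (SD). Chil3 was higher by 4.36 ± 1.14 (adjusted p = 0.00536), Trem2 by 3.61 ± 0.86 (adjusted p = 0.00435) and Retnla, a resistin-like gene induced by interleukin 4, by 5.92 ± 1.79 (adjusted p = 0.0167). Cxcl1 (2.72 ± 0.48, adjusted p = 0.000199), Il1a (2.68 ± 0.44, adjusted p = 0.000134) and Ccl2 (1.55 ± 0.39, adjusted p = 0.00476) were still higher, and Ly6c1 (-5.86 ± 1.97, adjusted p = 0.0307), Cxcl9 (-3.04 ± 1.11, adjusted p = 0.0452), Ccr2 (-1.64 ± 0.53, adjusted p = 0.0264) and Tgfb1, the gene of a regulatory cytokine (-0.82 ± 0.29, adjusted p = 0.0452), were lower. In total 14 genes differed, 10 higher and 4 lower.

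Alternative activation genes were higher in 4 of 8 at day 5 (5 adjusted over the list alone, fry adjusted p = 0.00137), with a median of 2.85. In mice 3 and 4 alone the median was 1.45, and in the other mice 1.96. Chemokines were higher in 3 of 4 (4 adjusted over the list alone, fry adjusted p = 4.08e-05), including Ccl8 (1.32 ± 0.34), with Ccl7 at 2.12 ± 0.83 (adjusted p = 0.0602). The cytokine list passed (fry adjusted p = 0.0138) with Il1a alone among its 5 genes, with Il23a at 2.62 ± 1.13 (adjusted p = 0.0824) and Il6 at 1.06 ± 0.64 (adjusted p = 0.270). Cd14 (1.06 ± 0.28, adjusted p = 0.0065) was higher, while Il10 gave 1.2 ± 0.46 (adjusted p = 0.0545). Of 9 mature macrophage genes 0 passed by edgeR at day 5 (1 at an unadjusted p below 0.05, 0 by limma, 1 by DESeq2, fry adjusted p = 0.687), a result that joined 2 unlike sets of lanes. Among mice 3 and 4, 6 of these genes were higher in manipulated recipients and 1 lower (H2-Ab1, -1.69), and among the other mice the adjusted p-values of the 9 genes ran from 0.273 to 0.985. In these sets Mrc1 gave 3.10 and -0.05, Cx3cr1 1.78 and -0.93, Adgre1 1.82 and -0.92, Csf1r 1.54 and -0.53, Siglec1 1.84 and 0.63, and Cd68 1.68 and -0.02. The other 7 lists had fry adjusted p-values from 0.0534 (pattern recognition) to 0.71 (Ly6C+ monocyte genes, with 2 genes higher and 2 lower, a median of -0.18, a mean of 0.21 and the test up). For adhesion and homing the median was -0.28, the mean 0.31 and the test pointed down (adjusted p = 0.283).

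Every manipulated sample lay on the same side of the other mean for 11 of the 14 genes (3 of 4 for Ccl2 and Chil3), and over all 57 genes the groups did not overlap for 9, 7 of them called, where chance gives 2.86% of genes. Not called among the 9 were Il23a, higher, and H2-Ab1, lower at 109924 to 181031 scaled counts against 206550 to 570147. Itgb7 was not called, though all 4 manipulated samples lay below the other mean, with overlap. Retnla gave 0.63 (adjusted p = 0.725) without manipulated day 5 mouse 1 and Ly6c1 -0.29 (adjusted p = 0.912) without non-manipulated day 5 mouse 3, while Cxcl9, Tgfb1 and Ly6c1 lost their calls in 5 of the 8 omissions. Ccr2 lost its call without non-manipulated mouse 3 or manipulated mouse 1 or 2 (adjusted p from 0.0577 to 0.07). The median of all genes stood at 0.59 in this comparison, and the fold changes are to be read against it. The split of 10 and 4 became 12 and 2 without Rpl19 and 11 and 1 by the authors' factor, which ended the calls of Cxcl9, Ccr2 and Tgfb1. Scaling without Rpl19 ended those of Cxcl9 (adjusted p = 0.0504) and Tgfb1 (adjusted p = 0.0708). TMM scaling ended the call of the cytokine list (adjusted p = 0.0763) and of Ccl8 (adjusted p = 0.0501). Mice 3 and 4 alone gave 24 genes and the other mice 8, with Arg1 at 7.92 and 9.97, Cxcl1 at 2.65 and 2.80, Il1a at 1.74 and 3.41, Trem2 at 3.86 and 3.15 (adjusted p = 0.0785), Ccl2 at 1.88 and 1.07 (adjusted p = 0.431). Chil3 stood at 2.33 (adjusted p = 0.0539) and 4.68, Retnla at 0.56 and 6.92, and Ly6c1 at -6.70 (adjusted p = 0.0539) and -0.91. The run block gave 15 genes.

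**Figure D2:**
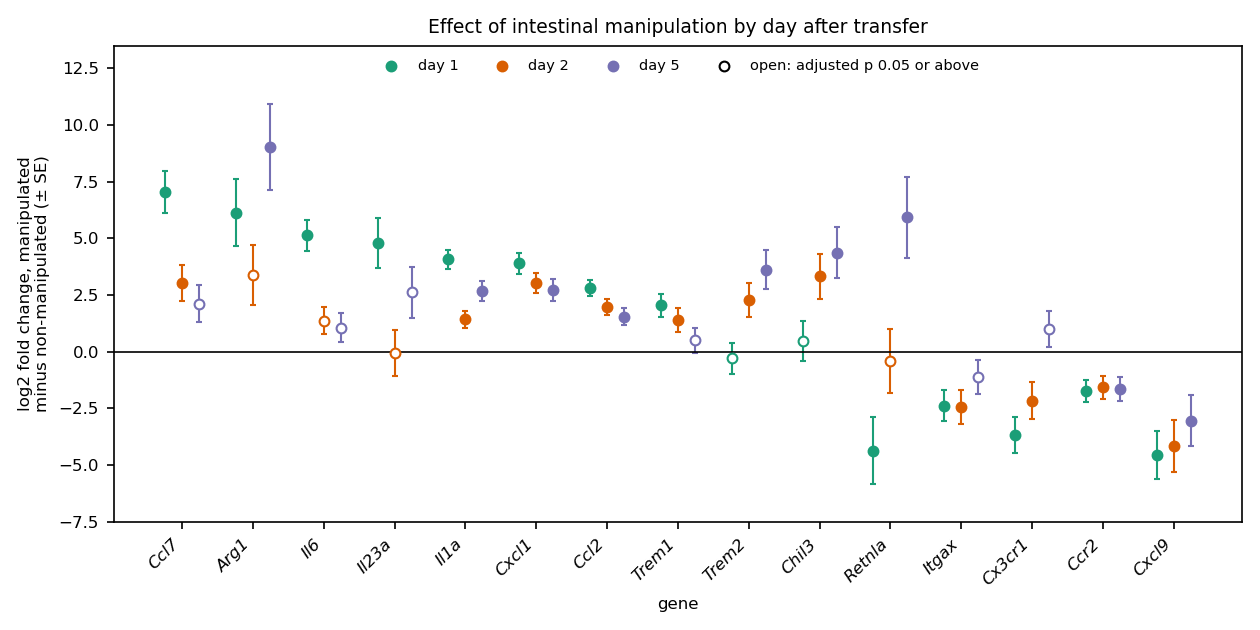
Log2 fold change of manipulated over non-manipulated recipients with its SE for 15 genes at days 1, 2 and 5, with open symbols where the adjusted p was 0.05 or more. Il1a went from 4.07 at day 1 to 1.42 at day 2 and 2.68 at day 5, while Trem2 reached 3.61 at day 5.

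**Figure D3:**
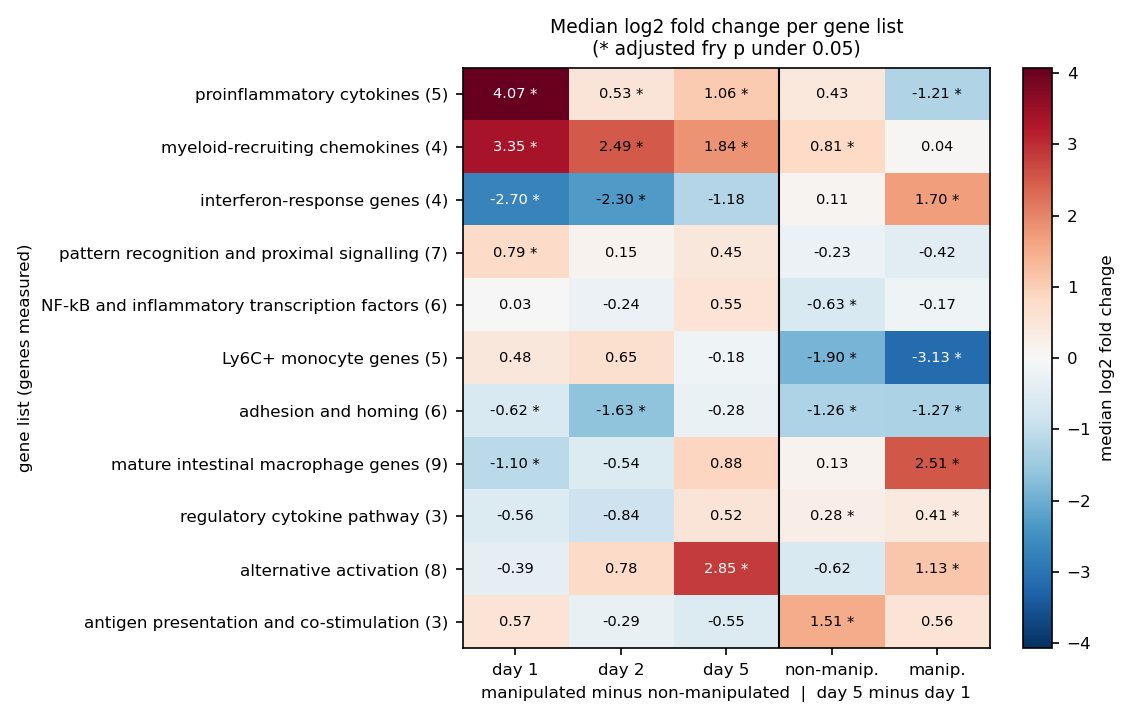
Median log2 fold change over the measured members of 11 gene lists (vertical) in 5 comparisons (horizontal), with a star where the directional test of fry had an adjusted p below 0.05. Proinflammatory cytokines had a median of 4.07 at day 1 and Ly6C+ monocyte genes one of -3.13 between days 1 and 5 in manipulated recipients.

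Across the 3 days, Ccl2, Cxcl1 and Il1a were higher and Ccr2 and Cxcl9 lower in manipulated recipients in each comparison, while 19 genes were higher and 15 lower at 1 or more days. Arg1 and Cd14 were called higher at days 1 and 5, and stood just outside the threshold at day 2. Ccr2 was no longer called at any day by the authors' factor. Summed over the 57 genes, the distance between the mean profiles of the arms was 16.9 ± 0.665 (jackknife SE) at day 1, 13.2 ± 1.63 at day 2 and 13.8 ± 0.648 at day 5. The exact permutation p was 0.00794 (n = 5 and 5), 0.00794 (n = 4 and 5) and 0.0286 (n = 4 and 4), each the smallest these group sizes allow. With the spread within groups subtracted, the squared distances were 257 ± 24.4, 148 ± 41.1 and 152 ± 24.1. The decrease from day 1 to day 5 of 3.04 had an exact permutation p of 0.0503 and that from day 1 to day 2 of 3.62 one of 0.0394, both 0.0755 after adjustment over 3 tests. Days 2 and 5 differed by -0.587 (exact permutation p = 0.793). Exchanging day labels within an arm assumes no change over days within it, so these 3 tests between days cannot decide whether the distance changed. With the lane difference removed, the distance at day 2 was 13.2.

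The next question was how the cells changed over time without inflammation. Between days 1 and 5 in non-manipulated recipients, genes typical of freshly arrived monocytes fell, with Chil3 lower by 7.29 ± 1.29 log2 units (SE, n = 4 and 5, adjusted p = 0.000102). Il10 (2.64 ± 0.44, adjusted p = 7.07e-05), the inflammatory cytokine gene Tnf (2.31 ± 0.54, adjusted p = 0.00269), Ccl7 (5.08 ± 0.86, adjusted p = 7.07e-05) and Cd80 (1.51 ± 0.43, adjusted p = 0.013) rose. In total 11 genes changed, 6 rising and 5 falling.

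Of 5 Ly6C+ monocyte genes 2 fell, Chil3 among them (3 adjusted over the list alone, fry adjusted p = 6.41e-07), and Cd44, an adhesion receptor, gave -1.55 ± 0.64 (adjusted p = 0.0756). Of 6 adhesion and homing genes 1 fell (3 adjusted over the list alone, fry adjusted p = 0.000471), with the integrin gene Itgb7 at -1.86 ± 0.71 (adjusted p = 0.0605). Among NF-kB and inflammatory transcription factors Cebpb fell (-2.31 ± 0.64, adjusted p = 0.0128, 3 adjusted over the list alone, fry adjusted p = 0.00745), with Nfkb2 at -0.85 ± 0.32 and Irf5 at -1.10 ± 0.44 (adjusted p = 0.0556 and 0.066). Ccl7 rose among 4 chemokines (2 adjusted over the list alone, fry adjusted p = 0.0022), and Cd80 among 3 antigen presentation genes (2 adjusted over the list alone, fry adjusted p = 0.00432), with H2-Ab1 at 2.06 ± 0.76 (adjusted p = 0.0556) and at 393659 scaled counts on day 5 against 94399 on day 1. Il10 rose in the regulatory pathway (fry adjusted p = 0.0271). Il1a (1.17 ± 0.39) and Cd14 (0.76 ± 0.27) rose, and Retnla (-4.81 ± 1.68) and Trem1 (-1.59 ± 0.54) fell. Of 9 mature macrophage genes 0 passed by edgeR (2 at an unadjusted p below 0.05, 0 by limma, 2 by DESeq2, 3 in mice 3 and 4 alone, fry adjusted p = 0.596), with Mrc1, the mannose receptor, at 1.83 ± 0.76 (adjusted p = 0.0756). The other 4 lists ranged from 0.0534 (cytokines, with Tnf and Il1a rising) to 0.822 (interferon-response genes) in fry adjusted p.

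All 4 samples of day 5 lay on the same side of the day 1 mean for each of the 11 genes, and over all 57 genes the groups did not overlap for 12, 7 of them called, where chance gives 1.59% of genes. Chil3, Ccl7, Il10 and Tnf kept their calls without each of the 9 mice in turn. Retnla gave 0.11 (adjusted p = 0.948) without non-manipulated day 1 mouse 4. Cd80 gave 1.05 (adjusted p = 0.110) without non-manipulated day 5 mouse 2 and Cebpb had an adjusted p of 0.0534 without non-manipulated day 5 mouse 4. The count fell to 6 without the last of these and to 7 without day 1 mouse 4 or day 5 mouse 1 or 2. The regulatory list missed the threshold without non-manipulated day 1 mouse 1 or 5 or day 5 mouse 2 (adjusted p from 0.056 to 0.0627), with the replicate block (0.0631) and by the authors' factor (0.811). The split of 6 and 5 became 7 and 3 by TMM, 3 and 8 by the total of the tested genes, 4 and 6 without Rpl19 and 3 and 9 by the authors' factor. That factor ended the calls of Cd14, Cd80 and Il1a and of the chemokine and antigen presentation lists (adjusted p = 0.227 for both). Cd14 and Il1a were also not called by the total of the tested genes or without Rpl19, nor Cd80 by the total (adjusted p = 0.0555), nor Retnla and Trem1 by TMM (adjusted p = 0.0517 for both). Mice 3 and 4 alone gave 19 genes and the others 8. In these sets Chil3 gave -8.05 and -6.85, Ccl7 5.64 and 4.97, Il10 1.76 and 3.31, Tnf 0.89 and 3.57, and Retnla 0.12 among mice 1, 2 and 5. The run block gave 8 genes and the replicate block 7.

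In manipulated recipients, macrophage genes rose between days 1 and 5 as monocyte genes fell. Cx3cr1 rose by 3.74 ± 0.81 (SE, n = 4 and 5, adjusted p = 0.00135), Trem2 by 2.91 ± 0.77 (adjusted p = 0.00628), H2-Ab1 by 2.83 ± 0.78 (adjusted p = 0.00774) and Siglec1, an adhesion receptor of tissue macrophages, by 3.15 ± 1.07 (adjusted p = 0.0202). Ly6c1 fell by 8.57 ± 2.20 log2 units (adjusted p = 0.0054), and falls were also seen for Il6 (-4.2 ± 0.70, adjusted p = 0.000176), Trem1 (-3.14 ± 0.58, adjusted p = 0.000268) and Cd44 (-3.13 ± 0.69, adjusted p = 0.00135). In total 23 genes changed, 13 rising and 10 falling.

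Of 9 mature macrophage genes 6 rose (7 adjusted over the list alone, fry adjusted p = 0.00432), including Mrc1 (2.53 ± 0.77), the macrophage marker gene Adgre1 (2.51 ± 0.73) and Csf1r (1.56 ± 0.46). Of 5 Ly6C+ monocyte genes 4 fell (fry adjusted p = 6.41e-07), with Chil3 at -3.41 ± 1.06. Adhesion and homing genes fell in 3 of 6 and rose in 1, Cx3cr1 (fry adjusted p = 0.00432), with Itgb7 at -2.0 ± 0.72. Of 5 cytokine genes 2 fell, Il6 and Il1b (-1.21 ± 0.42, fry adjusted p = 0.0129), whereas Il1a gave -0.22 ± 0.39 (adjusted p = 0.725). Alternative activation genes rose in 3 of 8, Retnla (5.47 ± 1.59), Trem2 and Mrc1, and fell in 1, Chil3 (fry adjusted p = 0.0132). Of 4 interferon-response genes 1 rose (fry adjusted p = 0.0408), and Il10 (1.79 ± 0.43) rose in the regulatory pathway (fry adjusted p = 0.0403). The chemokine list gave 1 gene in each direction, Ccl8 (1.72 ± 0.31) and Ccl2 (-1.04 ± 0.37, fry adjusted p = 0.671). Card9 (1.25 ± 0.39) and Cd14 (0.81 ± 0.27) rose and Nod2, a sensor of bacterial cell walls (-1.47 ± 0.46), fell. The other 3 lists had fry adjusted p-values of 0.0760 (pattern recognition and antigen presentation) and 0.241 (NF-kB, with 0 of 6 genes by edgeR, 0 at an unadjusted p below 0.05, 1 by limma, 0 by DESeq2 and 1 in mice 1, 2 and 5 alone).

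All 4 samples of day 5 lay on the same side of the day 1 mean for 21 of the 23 genes (Csf1r and Retnla: 3 of 4), and over all 57 genes the groups did not overlap for 15, each of them called, where chance gives 1.59% of genes. Retnla gave 0.18 (adjusted p = 0.964) without manipulated day 5 mouse 1. Single mice ended the calls of Ccl2 (day 1 mouse 3 or 4, day 5 mouse 1), Itgb7 (day 1 mouse 5, day 5 mouse 3 or 4), Il1b (day 5 mouse 1 or 2), Card9 (day 5 mouse 2), Csf1r and Mrc1 (day 5 mouse 4) and Nod2 (day 1 mouse 1), with adjusted p-values from 0.0502 to 0.0874. The authors' factor turned the split of 13 and 10 into 2 and 12 and kept 12 of the 23 calls. Cx3cr1 and Retnla were then the only genes called higher, and Siglec1 (1.86, adjusted p = 0.213), H2-Ab1 (1.71, adjusted p = 0.122), Trem2 (1.88, adjusted p = 0.0845) and Cd14 (0.04, adjusted p = 0.945) were not called. Cd14 was not called under any of the other 4 scalings, and Card9 not without Rpl19 (adjusted p = 0.0599). The macrophage (adjusted p = 0.184), interferon (0.554), regulatory (0.920) and alternative activation lists (0.880) were not called under it either. Single mice also ended the calls of the cytokine list (0.0577 without day 5 mouse 3), of the alternative activation list (0.0575 without day 5 mouse 1) and of the interferon and regulatory lists (5 and 7 of 9 omissions), and the run block that of the regulatory list (0.0548). The replicate block ended those of the regulatory (0.0781) and alternative activation lists (0.0557) and gave 21 genes. In mice 3 and 4 and in the others, Cx3cr1 gave 4.30 and 1.95 (adjusted p = 0.175), Siglec1 2.29 and 7.45, Trem2 2.59 and 3.16, H2-Ab1 1.80 and 4.21, and Mrc1 2.23 and 2.61. Among falling genes, Il6 gave -4.37 and -3.97, Trem1 -2.78 and -3.58, and Ly6c1 -3.68 (adjusted p = 0.241) and -9.44. Retnla, called higher over all mice, gave -0.22 among mice 3 and 4. The median of the cytokine list was -0.87 and 0.22, with Tnf at -0.86 and 1.73. That of the regulatory list was 0.79 and -0.19, and that of alternative activation 0.46 and 2.06. These fits gave 19 and 17 genes, and the run block 24.

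**Figure D4:**
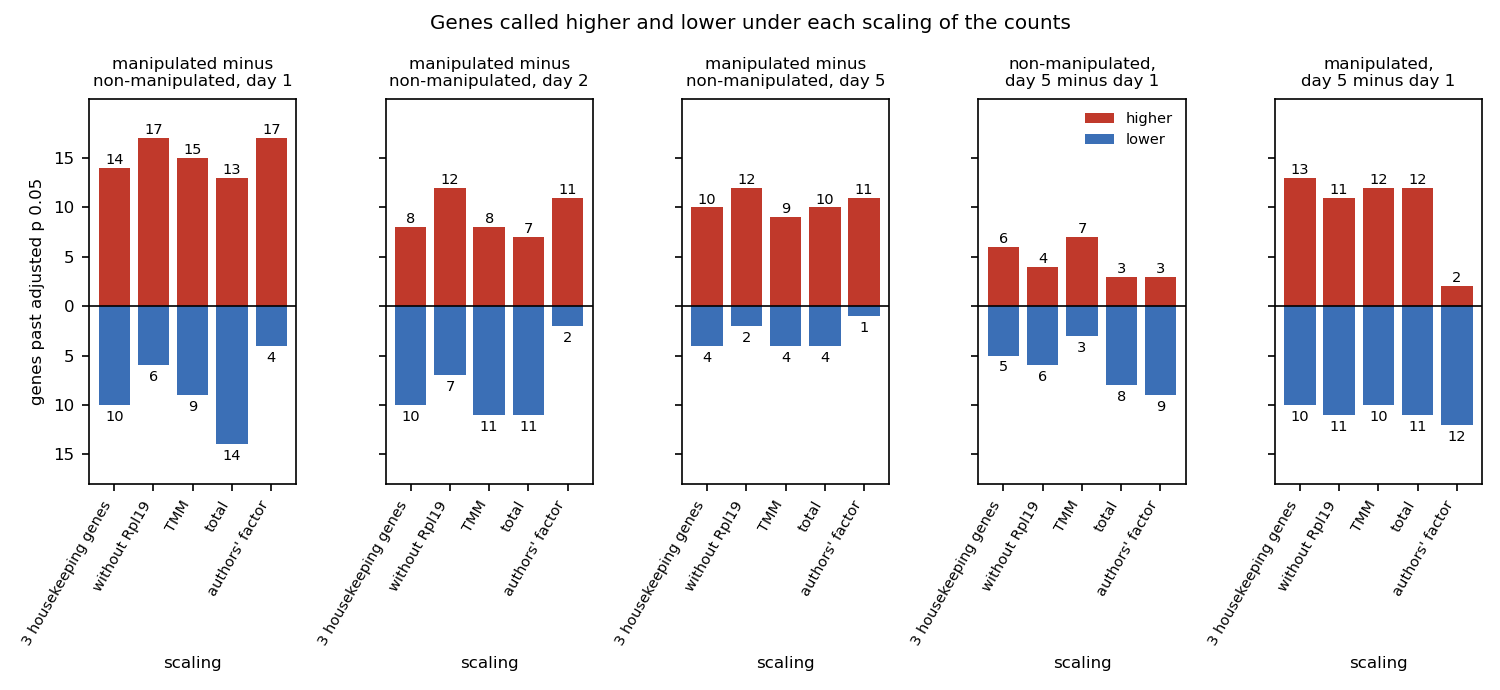
Number of genes past an adjusted p of 0.05 that were higher (upper bars) or lower (lower bars) in 5 comparisons under 5 ways of scaling the same counts. Between days 1 and 5 in manipulated recipients, 13 genes rose and 10 fell with housekeeping scaling, against 2 and 12 with the authors' factor.

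Scaling shifted the median fold change of all 57 genes. With housekeeping scaling it was -0.08, -0.05 and 0.59 for manipulated against non-manipulated at days 1, 2 and 5, -0.07 between days 1 and 5 in non-manipulated and 0.17 in manipulated recipients. With the authors' factor these medians were 0.66, 0.40, 0.85, -0.64 and -0.72, by the total of the tested genes -0.38, -0.13, 0.39, -0.50 and -0.02, without Rpl19 0.15, 0.25, 0.67, -0.20 and -0.12, and by TMM -0.04, -0.15, 0.29, 0.01 and 0.01. Every fold change is thus relative to the reference chosen.

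Whether the effect of manipulation itself changed between days 1 and 5 was tested directly, and 11 genes passed, 7 with a more positive effect at day 5 and 4 with a more negative one. Cx3cr1, lower in manipulated recipients at day 1, had an effect more positive by 4.70 ± 1.13 at day 5 (SE, n = 4, 4, 5 and 5, adjusted p = 0.00458). The effect was also more positive for Trem2 (3.91 ± 1.09, adjusted p = 0.0112) and Retnla (10.28 ± 2.35, adjusted p = 0.00396). The effect on Il6 was smaller at day 5 by a change of -4.06 ± 0.88 (adjusted p = 0.00396), that on Ccl7 by -4.90 ± 1.13 (adjusted p = 0.00396) and that on Cd80 by -2.26 ± 0.61 (adjusted p = 0.0112). For Ccl7 the gene rose by 5.08 in non-manipulated recipients, while manipulated ones gave 0.18 ± 0.75 (adjusted p = 0.929), a value whose sign depended on scaling. Chil3 (3.89 ± 1.38), Csf1r (1.88 ± 0.66) and Ly6c1 (-6.67 ± 2.36) also passed. For Siglec1 (3.17 ± 1.48, adjusted p = 0.152), Il1a (-1.39 ± 0.56, adjusted p = 0.0881) and Ccl2 (-1.25 ± 0.51, adjusted p = 0.0919) a difference between days was not detectable over all mice, but for Siglec1 this value joined 0.68 (adjusted p = 0.576) in mice 3 and 4 and 7.93 (adjusted p = 0.00362) in the others.

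Retnla gave 5.36 without non-manipulated day 1 mouse 4 and 4.99 without manipulated day 5 mouse 1. Each omission kept the other of these 2 samples (6007 and 10423 scaled counts), while the rest of the 4 groups lay between 30.5 and 79.4. A fit without both was not made, so the difference for Retnla rests on these 2 samples. Siglec1 gave 1.94 without non-manipulated day 1 mouse 5. The calls of Chil3, Csf1r and Ly6c1 were lost in at least 12 of 18 omissions. The split of 7 and 4 became 7 and 8 by TMM, 9 and 4 by the total of the tested genes, 5 and 3 without Rpl19 and 3 and 3 by the authors' factor. Under that factor Trem2 (adjusted p = 0.06) was not called, nor were Chil3, Csf1r and Ly6c1, which were not called without Rpl19 either. In mice 3 and 4 and in the others, Cx3cr1 gave 5.65 and 2.58 (adjusted p = 0.293), Il6 -4.47 and -3.45, Ccl7 -5.55 and -4.94 (adjusted p = 0.0796). Retnla gave 5.87 (adjusted p = 0.0761) and 6.62, each set of lanes holding 1 of its 2 high samples. Ly6c1 gave -5.42 (adjusted p = 0.218) and -1.79 (adjusted p = 0.593). These fits gave 11 and 8 genes, and the run block 10, without Csf1r (1.70, adjusted p = 0.0548).

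**Figure D5:**
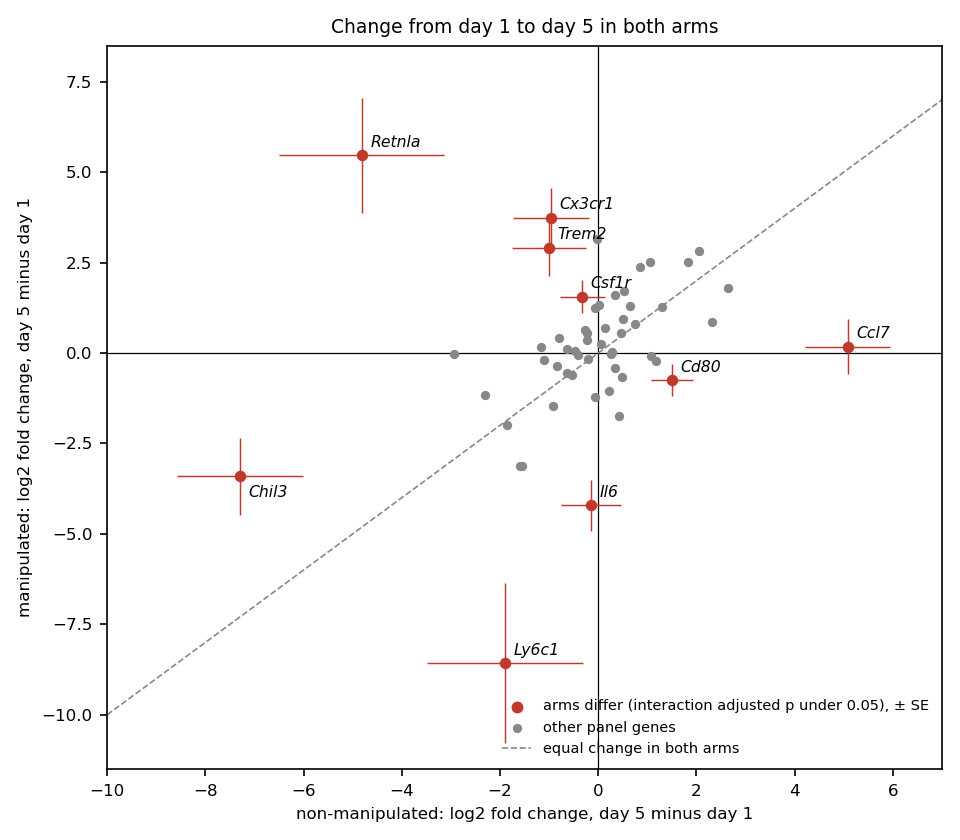
Log2 change from day 1 to day 5 in non-manipulated (horizontal) and manipulated recipients (vertical) for 55 genes, with 9 genes whose change differed between arms in red with SE and the other 46 in grey, and a dashed line of equal change. Ccl7 lies at 5.08 and 0.18, and Retnla at -4.81 and 5.47.

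Tested over all 3 days jointly, 12 genes changed in non-manipulated and 20 in manipulated recipients. In non-manipulated recipients these included Arg1, Ccl7, Ccr9, Cd80, Cebpb, Chil3, Il10, Il1a, Il23a, Retnla and Tnf. In manipulated recipients they included Cx3cr1, H2-Ab1, Siglec1, Trem2, Mrc1, Adgre1 and Csf1r among macrophage genes and Ly6c1, Chil3 and Cd44 among monocyte genes. With housekeeping scaling, Il10 and Cd14 rose between days 1 and 5 in both arms, and Chil3 and Trem1 fell in both. Of these, Chil3 alone kept its call in both arms under the 4 other scalings, and by the authors' factor Il10 gave 1.04 (adjusted p = 0.153) in manipulated recipients. The comparisons within arms share their samples with those between arms, so that overlaps of the lists are not independent. Within the lanes of mice 3 and 4 the joint test gave 20 genes in non-manipulated and 15 in manipulated recipients, and the run block 22 in the latter. Without manipulated day 1 mouse 1 or 5 the count of 20 fell to 13 or 12, and by the authors' factor to 12.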

Values the study reported

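The study used a panel of 67 genes and reported 21, 19 and 10 genes that differed between cells from manipulated and non-manipulated recipients at days 1, 2 and 5 after transfer, at a p threshold of 0.05. Il1a, Il23a, Ccl2, Cxcl1, Cd14 and Arg1 were described as higher in inflammation at all time points. Between day 1 and day 5 in manipulated recipients, the gene encoding Siglec-1 was described as the sole one to increase.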

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

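Tests chosen only after the result was seen were those of the authors' factor, of the median with housekeeping scaling and of the housekeeping counts of mice 3 and 4. The effect of manipulation differed between days 5 and 1 by an interaction test for 11 genes, among them Retnla (10.28), Cx3cr1 (4.70), Trem2 (3.91), Chil3 (3.89), Csf1r (1.88), Cd80 (-2.26), Il6 (-4.06), Ccl7 (-4.90) and Ly6c1 (-6.67), in log2 units.

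Of 330 checks of a sample against its group, 25 found a sample apart, where chance gives about 1 in 20, or 16.5. The gap to the nearest sample, as a share of the range of the group, was 0.883 for Card9, 0.93 for Nfkb1, 0.948 for Spi1 (each the lowest), 0.913 for Ccr9 and 0.867 for Cxcl1 (each the highest) in manipulated day 2 mouse 1. In non-manipulated day 2 mouse 5 it was 0.747 for Ccr2 and 0.86 for Cd68 (highest), 0.823 for Cd14 and 0.717 for Cd44 (lowest). In manipulated day 1 mouse 2 it was 0.724 for Cd14 (highest), 0.771 for Csf1r and 0.779 for Tlr2 (lowest), and in mouse 1 of that group 0.737 for Ccr9 (highest). In non-manipulated day 1 mouse 5 it was 0.736 for Ccl7 (highest), 0.864 for Il6 and 0.806 for Irf4 (lowest). Retnla stood apart as the highest value in non-manipulated day 1 mouse 4 (0.887), non-manipulated day 2 mouse 2 (0.789) and manipulated day 5 mouse 1 (0.92). Ccl7 was the lowest in manipulated day 2 mouse 2 (0.959) and manipulated day 5 mouse 1 (0.899). The remaining samples were non-manipulated day 5 mouse 4 for Cebpb (0.913, lowest), manipulated day 5 mouse 3 for H2-Ab1 (0.885, lowest), and non-manipulated day 2 mouse 1 for Trem2 (0.767, lowest) and for the total count of panel genes (0.757, lowest).

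For each comparison it was examined whether other divisions of the same samples give as many genes. In each, 1 split, the real one, reached the real count. Chance is thereby argued against for each comparison but the difference of the effect, taken alone and without adjustment over the 8, but it is not excluded. For that difference, day labels were exchanged within each arm, which assumes no change over days. Since 11 and 23 genes changed between days 1 and 5 within the arms, its splits cannot decide whether the arms differ in that change. The smallest share these splits can reach is 1 of 35 at day 5 and 1 of 100 elsewhere. The real count and the highest of the other splits were 24 and 6 for manipulation at day 1, 18 and 8 at day 2 and 14 and 10 at day 5 (35 splits, 100 for the others). Between days 1 and 5 they were 11 and 10 in non-manipulated and 23 and 17 in manipulated recipients. Over all days they were 12 and 8 in non-manipulated and 20 and 12 in manipulated recipients, and for the difference of the effect 11 and 6.

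The authors' normalized scores put most genes lower at day 5 than at day 1 and higher in manipulated recipients. The SD over samples of the log2 product of factor and housekeeping mean was 0.508, and with the positive controls included it was 0.101, which is consistent with a factor that holds the positive controls as well. A change common to nearly all panel genes relative to the housekeeping genes stays open. For manipulation at day 5 the median over genes was 0.587 with housekeeping scaling alone, against 0.737 in the authors' scores, which is consistent with such a change. At days 1 and 2 it was -0.0758 and -0.0524, against 0.508 and 0.440. Between days 1 and 5 it was -0.0705 in non-manipulated recipients, against -0.609, and 0.166 in manipulated ones (-0.124 without Rpl19), against -0.490. In these 4 comparisons genes moved both ways, with a spread wider than the shift, so that a median near 0 does not decide. Positive-control counts in manipulated and non-manipulated recipients were 414 ± 148 and 649 ± 95.8 at day 1 (SD, n = 5 and 5, exact permutation p = 0.0317, adjusted over 12 tests 0.171). At day 2 they were 503 ± 101 and 695 ± 49.8 (n = 4 and 5, exact permutation p = 0.00794, adjusted 0.0952), and at day 5 761 ± 142 and 840 ± 126 (n = 4 and 4, exact permutation p = 0.429, adjusted 0.571). Whether these controls track the handling of a lane or a property of its sample stays open.

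In manipulated recipients the lanes of mice 3 and 4, those with the multiplier of 1.333, differed from the others in 13 genes by edgeR, against 0 in non-manipulated recipients (23 and 2 at unadjusted p below 0.05), and for 5 genes (Ccr2, Itgb7, Mrc1 and Siglec1 among them) the lane difference itself differed between arms. A lane effect acting on both arms alike is argued against only weakly. The correlation of the lane differences across genes between arms was 0.139 (95% interval -0.159 to 0.402, genes not being independent replicates). Among the non-manipulated groups themselves these differences correlated at -0.0547, -0.260 and -0.0551, so noise would also lower the correlation between arms. A lower amount of counted material in these lanes is argued against for the manipulated group of day 5, where their housekeeping mean was higher by 7674 counts (SD between lanes 3681). It stays open at day 1, where 5 genes differed between lanes and that mean was lower by 11843 (SD 5054), and at day 2, where it was lower by 2025 (SD 794). A difference shared by the manipulated groups of all days could not be decided, the lowest correlation between such groups being 0.209. A difference between the experiments in how strongly mice were inflamed may contribute and was not tested, because the labels give no experiment.

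In non-manipulated recipients 5 genes fell between days 1 and 5, and 4 remained called after every lane was thinned to the lowest housekeeping level. This argues against counting error from a lower amount of counted material. Counts come from pre-amplified cDNA, so thinning cannot show the effect of fewer starting molecules, which stays open. Without the lane of the lowest housekeeping counts, non-manipulated day 5 mouse 2, 3 remained, and its part cannot be told apart from that of a smaller group. Maturation over time, the difference the design names, stays among the open explanations.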

How the results depend on the processing

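Alternatives chosen after the data were seen were the authors' factor, the run block, the fits within lanes, the removal of the lane difference, deposited values without removal of the multiplier, the methods' t-test on the authors' scores, and for single genes the total of the tested genes and scaling without Rpl19. Over these and those planned, 133 gene counts stayed within 1.5 times and 31 did not, with 107 and 10 when 1 mouse was left out. The 133 include fits without a filter and with the stricter one, which could not differ. They also include deposited values without removal of the multiplier, which could differ little, so the 133 overstate stability. Of list results, 88 kept their direction and side of the threshold, 15 lost the call and 1 reversed, and with 1 mouse left out 212 kept and 25 lost the call. Of reported single genes, 678 kept both, 174 lost the call, 30 gained it and 14 reversed. With 1 mouse left out, 932 kept both, 168 lost the call, 14 gained it and 8 reversed. Causes were not tested except where fewer samples entered the fit. The distance between the arms ran from 16.57 to 18.03 at day 1, from 12.3 to 13.9 at day 2 and from 12.1 to 14.9 at day 5 over 6 alternatives each, and with 1 mouse left out from 16.7 to 17.4, 12.3 to 14.5 and 13.7 to 14.4. Its exact p already stood at the smallest value possible and says little about stability. Unfiltered and stricter filters removed nothing and say nothing about stability. Depth was no limit for most genes, but group levels near background, as for Il6, Il23a, Cxcl9, Ly6c1, Ccl7 in non-manipulated recipients at day 1 and Ccl8, Tlr2 and Retnla in most groups, rest on few counts.

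The lanes of mice 3 and 4 alone gave 14, 6 and 24 genes for manipulation at days 1, 2 and 5, 19 between days 1 and 5 and 20 over all days in non-manipulated recipients. The lanes of mice 1, 2 and 5 gave 3 and 8 at days 2 and 5. The methods' t-test with adjustment gave 9 and 6 genes at days 2 and 5 and 9 between days 1 and 5 in manipulated recipients. Where more than 2 groups entered, other tests stood in for it. A one-way analysis of variance gave 7 over all days in manipulated recipients. A t-test of the interaction in a linear model gave 5 for the difference of the effect. On the authors' scores, unadjusted, the methods' t-test gave 19 between days 1 and 5 in non-manipulated recipients. A fit of only the groups compared gave 7 at day 5, and 12 (day 5 against day 1) and 10 (all days) in manipulated recipients. Limma on the authors' scores gave 9 at day 5, 14 and 13 in manipulated recipients, 6 over all days in non-manipulated ones and 2 for the difference. Limma on scaled counts gave 7 over all days in non-manipulated recipients and 7 for the difference, or 6 with background subtracted. DESeq2 gave 18 with either size factors between days 1 and 5 in non-manipulated recipients and 18 with its own for the difference. The replicate block gave 7 between days 1 and 5 in non-manipulated recipients. The authors' factor gave 14 and 12 in manipulated recipients and 6 for the difference. With 1 mouse left out, counts ran from 8 to 19 at day 2, from 6 to 13 in non-manipulated recipients between days 1 and 5 and from 12 to 22 over all days in manipulated ones.

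Of 55 genes, those past the threshold in 1 set of lanes with the other sign in the other set numbered 4 at day 1, 11 at day 5, 4 and 5 between days 1 and 5 in non-manipulated and manipulated recipients, and 4 for the difference of the effect. Of the genes in the alternatives above, signs reversed in the lanes of mice 3 and 4 for Tlr4 at day 1 (-0.17), Il6 at day 5 (-0.64) and Retnla in manipulated recipients over time (-0.22), and in the other lanes for Retnla at day 1 (0.30) and in non-manipulated recipients over time (0.12). With 1 mouse left out Retnla ran from -4.68 to 0.56 and from -5.13 to 0.11 in these last comparisons. Il23a at day 2, near 0, turned to 0.22 without Rpl19, 1.59 by limma, 0.18 with the run block, 1.11 in mice 1, 2 and 5 and 0.70 by the authors' factor, and ran from -0.65 to 1.81 with 1 mouse left out. Ccl7 over time in manipulated recipients turned to -0.0116 by the total, -0.12 without Rpl19, -0.0456 by limma and -0.76 by the authors' factor, and ran from -0.0546 to 0.54. The regulatory list over time in manipulated recipients turned down by the authors' factor (adjusted p = 0.920).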

Other observations

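Between days 1 and 2 in non-manipulated recipients 8 genes passed, 6 rising and 2 falling. Ccl7 rose by 3.97 ± 0.80 (SE, n = 5 and 5, adjusted p = 0.00126) and Il1a by 2.25 ± 0.39 log2 units (adjusted p = 0.00028), and these calls held without each of the 10 mice in turn. Il23a, the gene of a cytokine subunit that sustains interleukin 17 responses, rose by 4.43 ± 1.09 (adjusted p = 0.00595) but gave 2.57 (adjusted p = 0.0658) without non-manipulated day 2 mouse 4. Ccr9 (2.32 ± 0.72, adjusted p = 0.0304) gave 0.40 without non-manipulated day 2 mouse 5. The calls of Il10, Tnf and Chil3 were also lost without single mice (adjusted p up to 0.183, 0.0782 and 0.0638). In manipulated recipients Il6 alone passed between these days (-2.86 ± 0.66, adjusted p = 0.0111, with 10 genes at an unadjusted p below 0.05), and it missed the threshold without manipulated day 2 mouse 3 or 4 (adjusted p = 0.0735 and 0.0572). In mice 3 and 4 and in the others, Ccl7 gave 4.40 and 3.82 (adjusted p = 0.0527), Il1a 1.90 (adjusted p = 0.0591) and 2.48, and Il6 -2.05 (adjusted p = 0.283) and -3.02.

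From day 2 to day 5, 7 genes passed in non-manipulated recipients, 2 rising and 5 falling, and 3 in manipulated ones. There Ccl8, a chemokine gene of tissue macrophages, rose by 1.62 ± 0.34 (SE, n = 4 and 4, adjusted p = 0.0035) and kept its call without each of the 8 mice in turn, but gave 1.14 (adjusted p = 0.222) by the authors' factor and 1.76 (adjusted p = 0.0894) in mice 1 and 2. The genes of these steps and their alternatives were chosen after their values were seen, and the difference between arms was not tested for them. Ccr7, the single measured gene of the dendritic cell list, gave -0.07 ± 0.67, -1.44 ± 0.74 and 0.59 ± 0.75 for manipulation at days 1, 2 and 5, with adjusted p-values of 0.928, 0.143 and 0.571.

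With the methods' t-test at an unadjusted p of 0.05 on housekeeping-scaled counts, 9 genes were higher at day 5 than at day 1 in manipulated recipients. For genes the study names its program and threshold but no test, so this count does not rerun its analysis. On the authors' normalized scores the same test gave 0 genes higher and 16 lower, while limma on those scores gave 3 higher and 11 lower at an adjusted p below 0.05.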
